# Swimming attenuates tumor growth in CT-26 tumor-bearing mice and suppresses angiogenesis by mediating the HIF-1α/VEGFA pathway

**DOI:** 10.1515/biol-2022-0009

**Published:** 2022-02-28

**Authors:** Jiapeng Li, Liya Liu, Ying Cheng, Qiurong Xie, Meizhu Wu, Xiaoping Chen, Zuanfang Li, Haichun Chen, Jun Peng, Aling Shen

**Keywords:** swimming, colorectal cancer, angiogenesis, HIF-1α/VEGFA pathway

## Abstract

Low physical activity correlates with increased cancer risk in various cancer types, including colorectal cancer (CRC). However, the ways in which swimming can benefit CRC remain largely unknown. In this study, mice bearing tumors derived from CT-26 cells were randomly divided into the control and swimming groups. Mice in the swimming group were subjected to physical training (swimming) for 3 weeks. Compared with the control group, swimming clearly attenuated tumor volume and tumor weight in CT-26 tumor-bearing mice. RNA sequencing (RNA-seq) identified 715 upregulated and 629 downregulated transcripts (including VEGFA) in tumor tissues of mice in the swimming group. KEGG pathway analysis based on differentially expressed transcripts identified multiple enriched signaling pathways, including angiogenesis, hypoxia, and vascular endothelial growth factor (VEGF) pathways. Consistently, IHC analysis revealed that swimming significantly downregulated CD31, HIF-1α, VEGFA, and VEGFR2 protein expression in tumor tissues. In conclusion, swimming significantly attenuates tumor growth in CT-26 tumor-bearing mice by inhibiting tumor angiogenesis via the suppression of the HIF-1α/VEGFA pathway.

## 1 Introduction

Colorectal cancer (CRC) is one of the most common cancers worldwide, as more than 1.9 million new cases and 994,000 deaths were reported in 2020. Therefore, this disease ranks third in terms of incidence and second in mortality [1]. The development and progression of CRC are associated with multiple factors, including lifestyle, environmental factors, and genetic and epigenetic changes [2]. Despite the rapid development of various therapeutic strategies and combinations of these treatments, the outcomes of CRC patients remain unsatisfactory. Therefore, safer and less toxic therapeutic strategies are urgently needed.

Early evidence from observational studies has indicated that exercise exhibits a remarkable safety profile without obvious inherent toxicities and may even reduce the rate or severity of treatment-associated adverse events compared with other cancer therapeutics [3]. After the first preclinical evidence indicated that exercise inhibits tumor growth in a mouse model [4], a greater number of studies have demonstrated that exercise improves the quality of life in patients after surgery [5], improves chemotherapy efficacy [6], and is correlated with a reduced risk of recurrence and cancer-associated mortality [7]. Further investigation has indicated that exercise significantly attenuates tumor growth and metastasis, reduced serum levels of monocyte chemoattractant protein-1 (MCP-1), and decreased tumor hypoxia [8], and enhancement of intertumoral NK cell infiltration and activation [9] might be the essential underlying mechanisms. One study on CRC showed that increased physical activity after diagnosis was correlated with the reduction of cancer recurrence and mortality in stage III CRC patients [10] and reduction in the risk of CRC-specific and overall mortality in patients with stages I to III CRC [11]. However, the benefits and underlying mechanisms of exercise in patients with cancer, including CRC, require further exploration.

Multiple evidence suggested that low physical activity and high amounts of sedentary time correlate with increased cancer risk in various cancer types [12,13,14]. Previous systematic reviews and meta-analyses revealed that low physical activity and high amounts of sedentary time contribute to an increased risk of CRC [15,16]. By contrast, physical activity (including jogging and swimming) reduces CRC risk [17]. However, as a major aquatic exercise, the benefits of swimming and the underlying anti-CRC mechanisms remain largely unknown. Therefore, the current study was intended to assess the benefits of swimming with respect to tumor growth and to explore its underlying mechanisms against CRC.

## 2 Materials and methods

### 2.1 Materials

Fetal bovine serum (Cat. no. 1981614), RPMI-1640 (Cat. no. 1049101), 0.05% trypsin–EDTA (Cat. no. 293606), and penicillin-streptomycin were purchased from Thermo Fisher Scientific (Carlsbad, CA, USA). BD Matrigel (Cat. no. 354230) was obtained from BD Biosciences (San Jose, CA, USA). HIF-1α antibody (Cat. no. GTX127309) was provided by GeneTex Inc. (San Antonio, TX, USA). VEGFA (Cat no. ab1316), VEGFR2 (Cat no. ab2349), and CD31 (Cat no. ab28364) antibodies were purchased from Abcam (Cambridge Science Park, Cambridge, UK). Horseradish peroxidase (HRP)-conjugated secondary antibody (cat. no. Kit-0017) was obtained from Maixin Corp. (Fuzhou, Fujian, China). All other chemicals used were purchased from Solarbio Corp. (Beijing, China).

### 2.2 Cell culture

The CT-26 murine colon carcinoma cell line was purchased from the Shanghai Cell Bank of the Chinese Academy of Sciences (Shanghai, China). Cells were cultured in RPMI-1640 medium supplemented with 10% FBS and 1% penicillin (100 U/mL) and streptomycin (100 µg/mL) at 37°C and 5% of CO_2_ in a humidified incubator. Cells were subcultured at 80–90% confluency.

### 2.3 Animals

Twenty male BALB/c mice (age, 4–6 weeks; weight, 20 ± 2 g) were purchased from Shanghai SLAC Laboratory Animal Co., Ltd (Shanghai, China). Mice were housed under specific pathogen-free conditions at 22–26°C and 60 ± 5% humidity with a 12 h dark/light cycle. Food and water were provided *ad libitum* throughout the experiment.

**Ethical approval:** The research related to animal use has been complied with all the relevant national regulations and institutional policies for the care and use of animals and were approved by the Committee of Fujian University of Traditional Chinese Medicine (No. 2019-030).

### 2.4 Construction of the mouse xenograft model and measurement of tumor volume

After the mice were fed adaptively for one week, CT-26 cells (1 × 10^6^ cells/100 µL) in 100 µL of Matrigel (50%) were subcutaneously injected into the right flank area. The tumor volume was determined by measuring the major (*L*) and minor (*W*) diameters using an electronic vernier caliper and was calculated according to the following formula: tumor volume = *L* × *W* ^2^/2. To determine tumor growth, 20 tumor-bearing mice were randomly divided into the control group (*n* = 10) and the swimming group (*n* = 10) according to tumor volume three days after injection.

### 2.5 Exercise intervention program

In the pilot study, CT-26 tumor-bearing mice in the swimming group were subjected to physical training by swimming in water (30 ± 2°C) twice per day, 6 days per week. Initially, the mice typically swam voluntarily for approximately 10 min, after which they floated on the water and made intermittent swimming motions. The time was extended for 10 min each time until 30 min was reached. To induce mice to continuously swim for a longer duration, we used a stick to pull the water to drive them. During the experiment, the tumor volume and body weight were measured every three days. After 3 weeks, when the experiment ended, the mice were anesthetized with isoflurane and sacrificed. Tumor tissues were then removed and weighed.

### 2.6 RNA sequencing (RNA-Seq) and Kyoto Encyclopedia of Genes and Genomes (KEGG) analyses

Tumor tissues from each group (*n* = 6) were randomly selected, and total RNA was extracted with TRIzol (Tiangen, Beijing, China). RNA integrity was assessed using an Agilent 2100 Bioanalyzer (Agilent Technologies, Santa Clara, CA, USA), and RNA concentration was measured using a Qubit RNA Assay Kit in a Qubit Fluorometer (Invitrogen, CA, USA). A total of 1 µg RNA per sample was used. Briefly, the NEBNext rRNA Depletion Kit was used to remove rRNA from the total RNA sample. The NEBNext Ultra RNA Library Prep Kit for Illumina (NEB, Beijing, China) was used to construct the sequencing libraries according to the manufacturer’s instructions. Sequenced reads were trimmed for the adaptor sequence and then mapped to the hg38 whole genome using Hisat2 v2.0.5. Raw counts and fragments per kilobase million were calculated using StringTie v1.3.3. Differential expression analyses were performed using the limma package (cut-off > 2; *P* < 0.05). Differentially expressed transcripts (DETs) were identified using volcano plots and hierarchical clustering plots. KEGG pathway enrichment analysis was used to identify enriched signaling pathways represented among the DETs. The experiments were performed by CapitalBio (Beijing, China). The raw data were submitted to the Gene Expression Omnibus (GEO) (Submission No.: GSE 149405).

### 2.7 Immunohistochemistry

Immunohistochemistry was used to detect the expression of HIF-1α, VEGFA, VEGFR2, and CD31. Tumor tissues from each group were fixed in 4% paraformaldehyde (pH 7.4) for 24 h, processed, embedded in paraffin, and cut into 4 µm-thick sections. The slides containing tumor tissues were subjected to antigen retrieval and were then incubated with 3% hydrogen peroxide to block any endogenous peroxidase activity. After blocking nonspecific protein binding at 25°C for 10 min, the sections were incubated with primary antibodies against HIF-1α, VEGFA, VEGFR2, or CD31 (all diluted 1:200) at 4°C overnight. After the slides were washed in PBS, they were incubated with HRP-conjugated secondary antibody and then washed with PBS. The slides were then incubated with DAB chromogen, followed by counterstaining in diluted hematoxylin. After staining, images from each sample (five samples were randomly selected from each group) were obtained at ×400 magnification using a light microscope (LEICA: DM6000B, Wetzlar, Germany). Six fields of view were randomly selected for each slide, and the average percentage of positively stained cells in each field was counted using the true color multifunctional cell image analysis system Image-Pro Plus (Media Cybernetics, Rockville, MD, USA).

### 2.8 Statistical analysis

Data were presented as the mean ± SD for the indicated number of independently performed experiments. Statistical analysis was performed with Student’s *t*-test using SPSS24.0. Differences with *P* < 0.05 were considered statistically significant.

### 2.9 Data availability

The RNA-seq data associated with this article are available in the GEO repository [GEO Submission: GSE 149405].

## 3 Results

### 3.1 Swimming attenuates growth of CT-26 cell-derived tumors *in vivo*

To assess the benefits of exercise on tumor growth, CT-26 cells were transplanted into BALB/c mice, followed by quantitative daily swimming. Tumor volume was monitored and clearly indicated that it was decreased in the swimming group compared with the control group (Figure 1a; *P* < 0.05). Consistently, a significant decrease in the tumor weight was observed in the swimming group compared to that in the control group (Figure 1b; *P* < 0.05). Moreover, monitoring of body weights did not reveal any obvious differences between the control and swimming groups (Figure 1c; *P* > 0.05). These data indicate that swimming significantly attenuates the growth of CT-26 cell-derived tumors *in vivo*.

**Figure 1:**
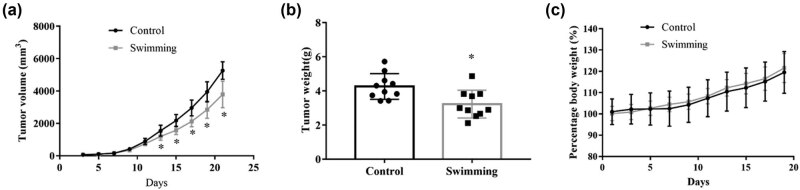
Effects of swimming on the growth of tumors derived from transplanted colorectal cancer cells in mice. (a) Tumor volume was monitored during the exercise period for 21 days. (b) Tumor weight was determined using an electronic scale at the end of the experiment. (c) The body weights of the mice were recorded during the experiment. Data are presented as the mean ± SD. * *P* < 0.05, vs control.

### 3.2 Swimming regulates the expression of multiple genes in CT-26 cell-derived tumors

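CT-26 is a colon carcinoma cell line derived from a mouse. RNA was sequenced from 12 CT-26 tumors, 6 from the control group and 6 from the swimming group, each tumor from a different mouse out of the 10 mice in each group. Mice in the swimming group swam 2 times a day on 6 days a week, for up to 30 min each time, over the 3 weeks of the experiment. Ribosomal RNA was removed before the libraries were made, and the authors mapped the reads with Hisat2 and quantified expression with StringTie. The authors deposited one value per gene and tumor in FPKM, a read number already divided by the gene's length and by the sequencing depth of the tumor. Values of single transcripts were not analysed here. The same 30630 mouse genes were listed for every tumor by Ensembl identifier, and 30542 of them were given a symbol from the GENCODE annotation. Between 22293 and 23974 genes were above 0 per tumor, with a median of 23024.5 in the control group and 23241.5 in the swimming group. FPKM values do not hold the number of reads, so the absolute depth is unknown. The most frequent ratio between the values of weakly expressed genes in a tumor and in control 1 gave its depth relative to control 1. Relative depth ranged from 0.694 to 1 in the control group and from 0.871 to 0.973 in the swimming group, and the lowest value belonged to control 2. For the comparison of the groups, values were transformed as log2(FPKM + 1), which understates the change of weakly expressed genes. Genes with at least 0.1 FPKM in at least 6 tumors were kept, which left 19018 genes. They were compared with limma's moderated test with a mean-variance trend, followed by Benjamini-Hochberg adjustment. The pseudocount and the filter are choices that change the number of genes past a fold change cut-off. In addition, single genes were compared by a two-sided exact permutation test over all ways of dividing 12 tumors into 6 and 6.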

To further explore the underlying mechanism by which swimming attenuates tumor growth, RNA-seq was performed to DETs in tumor tissues between the control and swimming groups. 

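The paper gives a cut-off above 2 with p below 0.05 and specifies neither further. It was read here as a fold change above 2 and an unadjusted p below 0.05. With it, 13 genes were higher and 7 genes were lower in the swimming group among the 19018 genes tested. After Benjamini-Hochberg adjustment, 0 genes were higher and 0 were lower at an adjusted p below 0.05 in limma's test, and the smallest adjusted p was 0.204. An unadjusted p below 0.05 was found for 1058 genes, or 5.56% of those tested, against 951 expected if the groups did not differ. Of the 1058 genes, 591 were higher and 467 were lower in the swimming group. The largest change in either direction was 1.89 on the log2 scale. In 28 genes, or 0.147% of those tested, the values of the 2 groups did not overlap, and chance gives 0.216%. Tumors carry numbers from 1 to 6 in each group, although same-numbered tumors come from different mice. The deviations of same-numbered tumors from their group means had a mean correlation of -0.12, against 0.0246 for tumors with different numbers. With the replicate number as a block, 8 genes were higher and 7 were lower past the cut-off, and 0 genes had an adjusted p below 0.05 in limma's test. Among the alternatives set before the data were examined, the pseudocount moved the count most. With a pseudocount of 0.01 in place of 1, 132 genes were higher and 97 were lower, and 170 of these genes had a mean below 1 FPKM in both groups.

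**Figure D1:**
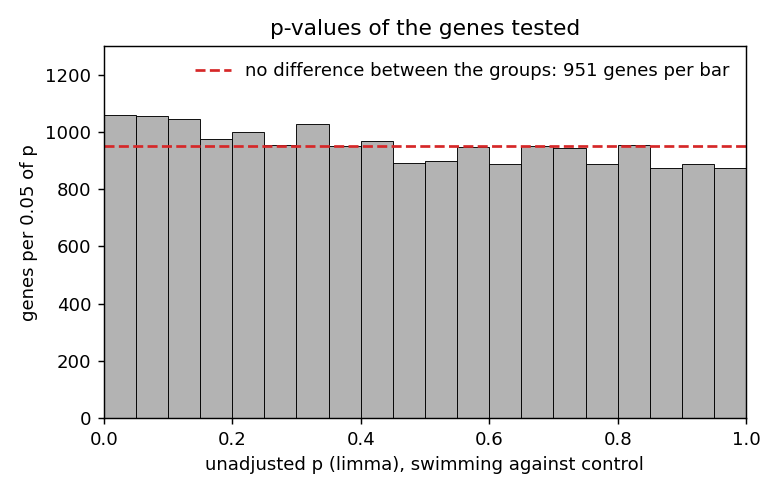
Number of genes in each interval of 0.05 of the unadjusted p from limma, over the 19018 genes tested. Bars give the number of genes, and the dashed line marks the 951 genes per bar that would be seen with no difference between the groups. The first bar holds 1058 genes.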

As shown in Figure 2a and b (GEO Submission: GSE149405), we found 715 upregulated and 629 downregulated transcripts in the swimming group compared with the control group. The expression level of multiple genes associated with tumor growth, such as STAT3, PDGFA, PLD2, and PIK3R2, showed a significant decrease (Table S1). 

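At the gene level, Stat3 (chromosome 11, 100885098 to 100939540 in GRCm38, ENSMUSG00000004040, a protein-coding gene with 14 annotated transcripts) was 12.1 ± 0.888 FPKM (SD, n = 6) in the control group and 13.1 ± 0.577 FPKM (SD, n = 6) in the swimming group. Its log2 fold change was 0.12 (standard error 0.05), with an unadjusted p of 0.0491 and an adjusted p of 0.889 in limma's test, and a two-sided exact permutation p of 0.0325. All 6 tumors of the swimming group were above the control median. With the replicate number as a block, the unadjusted p of Stat3 in limma's test was 0.096. Pdgfa (chromosome 5, 138976014 to 138997370) was 13.1 ± 2.01 FPKM in the control group and 14.1 ± 2.77 FPKM in the swimming group, a log2 fold change of 0.09 (two-sided exact permutation p = 0.526). For Pld2 (chromosome 11, 70540064 to 70558110), the values were 5.31 ± 0.529 FPKM and 5.63 ± 0.526 FPKM, a log2 fold change of 0.07 (two-sided exact permutation p = 0.32). Pik3r2 (chromosome 8, 70768176 to 70776713) was 29.3 ± 1.4 FPKM in the control group and 29 ± 1.6 FPKM in the swimming group, a log2 fold change of -0.02 (two-sided exact permutation p = 0.682). For Pdgfa, Pld2 and Pik3r2 the differences were smaller than the SD of either group, and with the replicate number as a block limma's unadjusted p was 0.453, 0.46 and 0.77. The values are sums over all transcripts of a gene.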

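Table 1 lists 40 transcripts. By their transcript identifiers in the GENCODE M21 annotation, they belong to 37 genes, and all 37 genes were among those tested. At the gene level, 22 of the 37 genes changed in the direction listed for their transcript and 15 changed in the opposite direction. Their median absolute log2 fold change was 0.07 and the largest was 1.16. An unadjusted p below 0.05 in limma's test was found for 8 of the 37 genes, and 2 had an absolute log2 fold change above 1. One of them was Igha, with a log2 fold change of 1.16 and an unadjusted p of 0.0173. The other was Sept2, with a log2 fold change of 1.08 and an unadjusted p of 0.0828. The annotation lists Sept2 under 2 overlapping gene identifiers, between which the values of control 2 and control 4 were divided differently from those of the other tumors. For Gbp4, whose listed transcript was lower, the gene was 10.0 ± 3.69 FPKM (SD, n = 6) in the control group and 19.9 ± 7.99 FPKM (SD, n = 6) in the swimming group, a log2 fold change of 0.85. Signed by the listed direction, the median log2 fold change of the 37 genes was at the 76.1th percentile of 10000 random gene lists of the same size and expression.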

Table 1 also shows the top 20 altered DETs. These data suggest that swimming attenuates tumor growth by targeting multiple genes.

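The genes with the smallest p among those past the cut-off were taken in each direction. Higher in the swimming group were Ctdsp2, Irgm2, H2-Ea-ps, Gbp2b and Ubd. Ctdsp2 (chromosome 10, 126978717 to 126999975 in GRCm38), a gene whose exons overlap another gene, rose from 20.8 ± 5.27 FPKM (SD, n = 6) to 49.1 ± 19.4 FPKM (SD, n = 6). Its log2 fold change was 1.12 (standard error 0.27, adjusted p = 0.889 in limma's test), and all 6 tumors of the swimming group were above the control median (two-sided exact permutation p = 0.0108). Swimming 4 and swimming 5, at 22.6 and 26.5 FPKM, were within the control range of 15.1 to 30.2 FPKM. The other tumors of the swimming group were between 54.4 and 66.9 FPKM. The log2 fold changes of Irgm2, H2-Ea-ps, Gbp2b and Ubd were 1.23, 1.18, 1.07 and 1.12. The exons of Irgm2 also overlap another gene, and H2-Ea-ps is annotated as a polymorphic pseudogene. Lower in the swimming group were the ribosomal protein pseudogene Rps27a-ps2 and the granzyme genes Gzme, Gzmg, Gzmd and Gzmf. Rps27a-ps2, which can share reads with its parent gene, was 327 FPKM on average in the control group and 159 FPKM in the swimming group, a log2 fold change of -1.43 (standard error 0.46). The log2 fold changes of Gzme, Gzmg, Gzmd and Gzmf were -1.52, -1.87, -1.69 and -1.61, and these paralogs can share reads. Their two-sided exact permutation p was 0.0433, 0.0519, 0.0541 and 0.0541, and in each of the 4 genes 1 of 6 tumors in the swimming group was above the control median. All 10 genes had an adjusted p of 0.889. From its differentially expressed transcripts, the paper proposes that swimming attenuates tumor growth by acting on multiple genes.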

**Figure 2:**
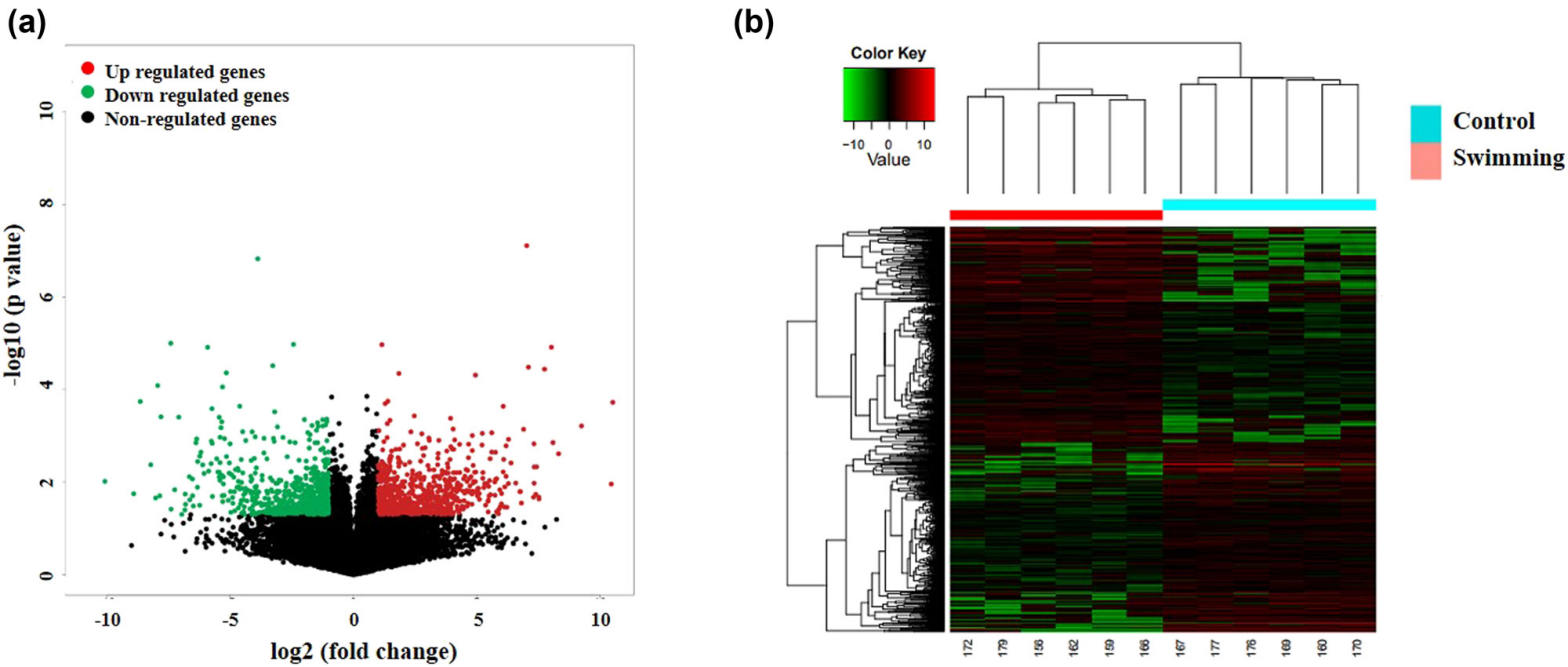
Identification of DETs. RNA-Seq was performed to determine the DETs in tumor tissues between the control and swimming groups. The DETs are presented using volcano plots (a) and hierarchical clustering plots (b). Cut-off >2, *P* < 0.05.

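Over all 19018 genes tested, the correlation of log2 values between tumors ranged from 0.975 to 0.991. Its median was 0.987 for tumors of the same group and 0.986 for tumors of different groups. For clustering, each gene was first centred on its mean over the 12 tumors. The better way of matching clusters to groups was counted, which cannot give fewer than 6 of 12 tumors. Average-linkage clustering into 2 clusters by correlation placed 8 of 12 tumors on the side of their own group with all genes. With the 20 genes past the cut-off it placed 11 of 12, and with the 1058 genes at an unadjusted p below 0.05 also 11 of 12. The genes of both smaller sets had been chosen for their difference between the groups. The first principal component held 23.4% of the variance and did not separate the groups (two-sided exact permutation p = 0.34).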

**Table 1:** Top 20 of different genes

ID	log FC	*P* value	Symbol
ENSMUST00000168776	9.24465	0.000611	2-Sep
ENSMUST00000105265	8.316306	0.002433	Cnot2
ENSMUST00000107846	7.745867	3.62 × 10^−5^	Clta
ENSMUST00000089776	7.327142	0.004677	Cep152
ENSMUST00000087582	7.324338726	0.010539031	Hnrnpm
ENSMUST00000119398	7.302732096	0.021052217	Fgfr1
ENSMUST00000025841	7.094498	3.27 × 10^−5^	Mus81
ENSMUST00000145960	7.025383	7.73 × 10^−8^	Ipo8
ENSMUST00000169734	6.768333	0.015967	Vps53
ENSMUST00000117179	6.744676	0.016023	Fgfr1
ENSMUST00000178282	6.387904	0.003841	Igha
ENSMUST00000150759	6.286162	0.001185	Unk
ENSMUST00000203193	6.280975	0.01071	8-Mar
ENSMUST00000212205	6.187989	0.007475	Wwp2
ENSMUST00000107847	6.002754	0.017555	Clta
ENSMUST00000106513	5.998047	0.029482	Mknk1
ENSMUST00000098080	5.950979	0.033919	Dcun1d3
ENSMUST00000124408	5.805759	0.008427	Asph
ENSMUST00000084027	5.802834	0.043785	Fgfr1
ENSMUST00000172638	5.757515	0.00226	Prdm5
ENSMUST00000187609	−8.64438	0.00018	Nupr1
ENSMUST00000173154	−7.94081	8.17 × 10^−5^	Exosc10
ENSMUST00000154428	−7.80568	0.000387	Unc45a
ENSMUST00000206592	−7.40941	9.95 × 10^−6^	Stambp
ENSMUST00000079896	−7.08613	0.000393	Tmem192
ENSMUST00000217929	−6.8355	0.039698	Epb41l2
ENSMUST00000155905	−6.82367	0.018103	Tex10
ENSMUST00000175778	−6.81097	0.030131	Sbf1
ENSMUST00000098826	−6.35686	0.001161	Dlc1
ENSMUST00000201575	−6.31666	0.003582	Ctbp1
ENSMUST00000107209	−6.23803	0.031545	Gabpb2
ENSMUST00000196204	−6.23232	0.002753	Gbp4
ENSMUST00000105964	−6.18801	0.002259	Gmeb1
ENSMUST00000160134	−6.06014	0.006475	Dab2
ENSMUST00000212378	−5.91456	1.21 × 10^−5^	Rpl18a
ENSMUST00000132520	−5.76178	0.001297	Nadsyn1
ENSMUST00000020681	−5.49563	0.006015	Slu7
ENSMUST00000226740	−5.44789	0.006064	Gnl3
ENSMUST00000156314	−5.40884	0.001071	Rnf20
ENSMUST00000216055	−5.371	0.000664	Gm48362

### 3.3 Swimming suppresses angiogenesis in CT-26 cell-derived tumors

To further analyze the involved signaling pathway, enrichment analysis of pathways based on DETs was performed. 

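The pathway gene sets of the paper were not used here. In their place, lists of genes of the HIF pathway, of VEGF signaling and of angiogenesis signaling were written by hand before the data were examined. None of the 28, 58 and 90 genes of these lists that were tested was among the 20 genes past the cut-off, where 0.0294, 0.061 and 0.0946 genes would be expected by chance (one-sided Fisher's exact test, p = 1 for each). With a pseudocount of 0.01 in place of 1, 0 genes of each list were among the 229 genes past the cut-off. At an unadjusted p below 0.05 without the fold change cut-off, the HIF pathway list held 1 of the 1058 genes, Vhl, and the VEGF signaling list held 1, Src. The score of a list is the mean over its genes of the log2 value in a tumor minus the mean of that gene over all tumors. For the HIF pathway, the score was 0.04 higher in the swimming group (two-sided exact permutation p = 0.104). The differences for VEGF signaling and angiogenesis signaling were 0.04 and 0.03 (two-sided exact permutation p = 0.286 and 0.448). A list of 39 genes induced through HIF, Vegfa among them, was 0.19 higher in the swimming group (two-sided exact permutation p = 0.123), and a list of 29 endothelial genes was 0.03 higher (two-sided exact permutation p = 0.755). Adjusted over the 5 lists by Benjamini-Hochberg, the smallest p was 0.308. With same-numbered tumors paired, the two-sided exact sign-flip p was 0.125 for the HIF pathway, 0.469 for VEGF signaling, 0.62 for angiogenesis signaling, 0.0938 for the HIF-induced genes and 0.812 for the endothelial genes.

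**Figure D2:**
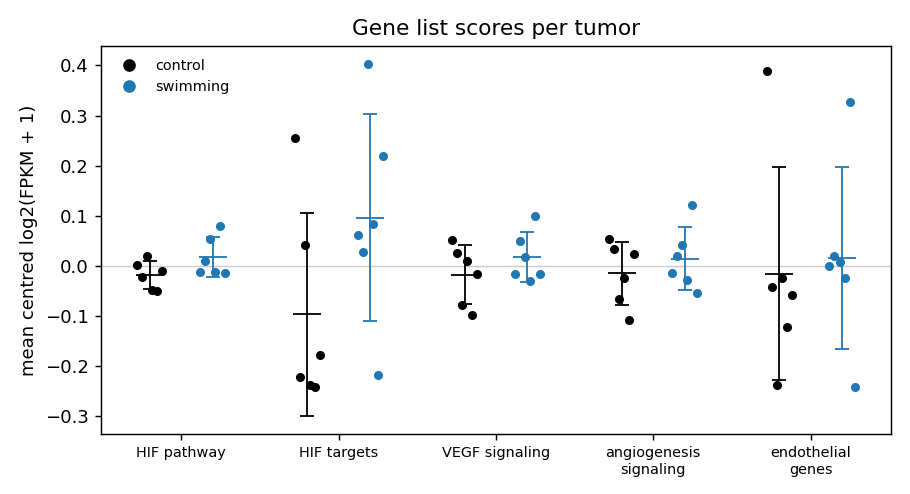
Score of 5 gene lists in each tumor, as the mean centred log2(FPKM + 1), for the control group (black) and the swimming group (blue). Points are tumors, horizontal lines the mean of 6 tumors and error bars the SD. The groups overlap in every list.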

As shown in Figure 3a, multiple signaling pathways were enriched, including the angiogenesis, hypoxia, and VEGF pathways. To verify the mechanism by which swimming regulates tumor angiogenesis, IHC was performed to detect the expression of CD31. Compared with the control group, swimming significantly reduced CD31 expression in tumor tissues (Figure 3b), which demonstrates the attenuation of tumor angiogenesis due to swimming.

**Figure 3:**
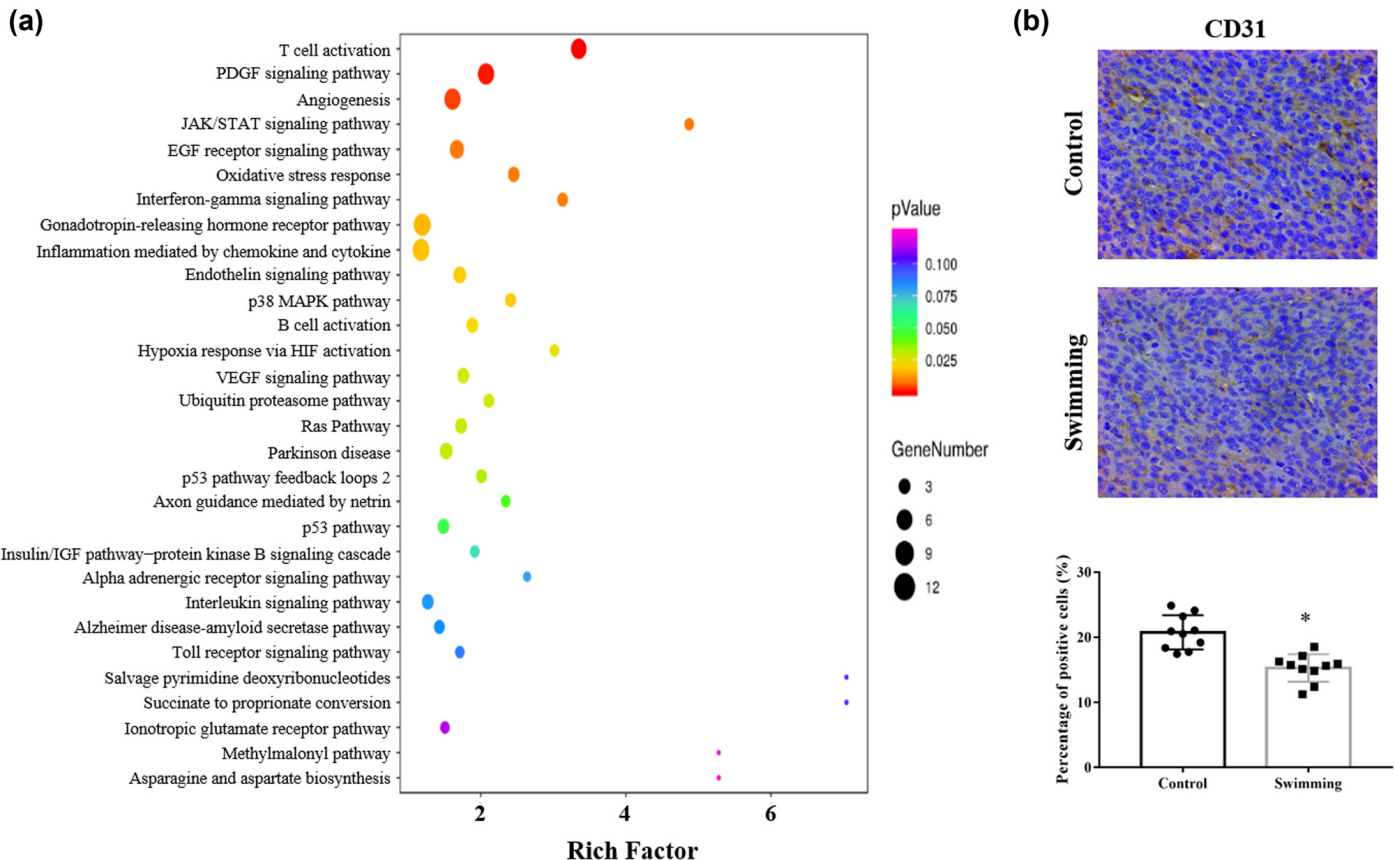
Effects of swimming on related signaling pathways and tumor angiogenesis. (a) KEGG pathway enrichment analysis based on DETs was used to identify related pathways. (b) IHC analysis was performed to determine CD31 expression in tumor tissues from mice in both the control and swimming groups; representative images were obtained at ×400 magnification. The average percentage of positively stained cells was counted using Image-Pro Plus. Data are presented as the mean ± SD. *P < 0.05, vs control.

### 3.4 Swimming inhibits the HIF-1α/VEGFA signaling pathway

Owing to the essential role of HIF-1α in tumor angiogenesis, we further detected the expression of HIF-1α. As shown in Figure 4, HIF-1α expression at the protein level was significantly decreased in the swimming group compared with the control group (*P* < 0.05). Furthermore, as essential downstream effectors of the HIF-1α pathway, VEGFA and VEGFR2 expressions were analyzed from RNA-Seq results and confirmed by IHC analysis. 

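VEGFA is encoded by Vegfa, on chromosome 17 from 46016993 to 46032369 in GRCm38 (ENSMUSG00000023951), a protein-coding gene with 13 annotated transcripts. VEGFR2 is encoded by Kdr, on chromosome 5 from 75932827 to 75978458 (ENSMUSG00000062960), with 3 annotated transcripts. Over all its transcripts, Vegfa was 41.3 ± 3.29 FPKM (SD, n = 6) in the control group and 39.8 ± 10.0 FPKM (SD, n = 6) in the swimming group. The log2 fold change was -0.09 (standard error 0.15), with an adjusted p of 0.966 in limma's test and a two-sided exact permutation p of 0.587. Swimming 4 and swimming 5 were at 29.9 and 25.9 FPKM, below all control tumors, while swimming 1 and swimming 3 were at 49.2 and 50.5 FPKM, above all of them. Thus 4 of 6 tumors of the swimming group were above the control median. Across the 12 fits that each left out one tumor, the log2 fold change of Vegfa lay between -0.16 (without swimming 3) and 0.02 (without swimming 5). It was positive only without swimming 5. Kdr was 3.03 ± 0.636 FPKM (SD, n = 6) in the control group and 3.26 ± 0.466 FPKM (SD, n = 6) in the swimming group, a log2 fold change of 0.09 (standard error 0.11, adjusted p = 0.944 in limma's test) with a two-sided exact permutation p of 0.444. With the replicate number as a block, the unadjusted p in limma's test was 0.498 for Vegfa and 0.472 for Kdr. For both genes the difference between the groups was smaller than the SD of either group.

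**Figure D3:**
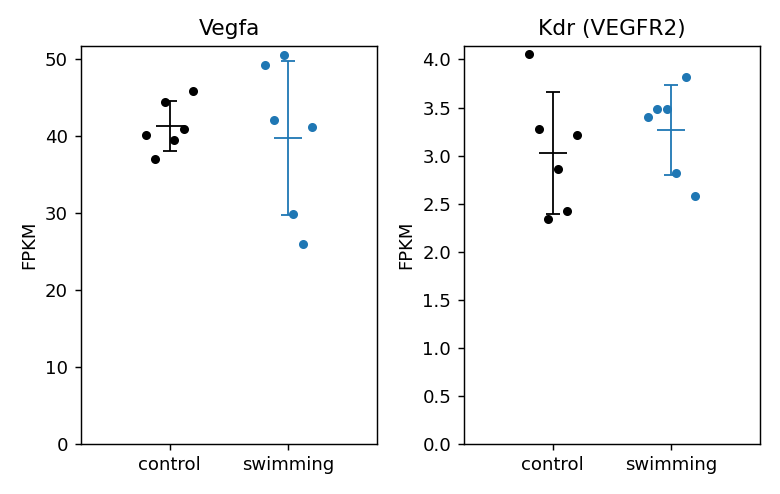
Expression of Vegfa (left) and Kdr (right) in FPKM in each tumor of the control group (black) and the swimming group (blue). Points are tumors, horizontal lines the mean of 6 tumors and error bars the SD. Vegfa ranges from 37.1 to 45.9 FPKM in the control group and from 25.9 to 50.5 FPKM in the swimming group.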

As shown in Figure 5a and b, the mRNA expression of VEGFA was significantly downregulated in tumor tissues of the swimming group (*P* < 0.05; vs control group), while the mRNA of VEGFR2 remained unchanged in tumor tissues between the control and swimming groups (*P* > 0.05). Moreover, expression of both VEGFA and VEGFR2 proteins was obviously decreased in tumor tissues of the swimming group (*P* < 0.05; vs control group). These results suggest that the suppression of the HIF-1α/VEGFA/VEGFR2 signaling pathway might be an important underlying mechanism by which swimming attenuates tumor growth *in vivo*.

**Figure 4:**
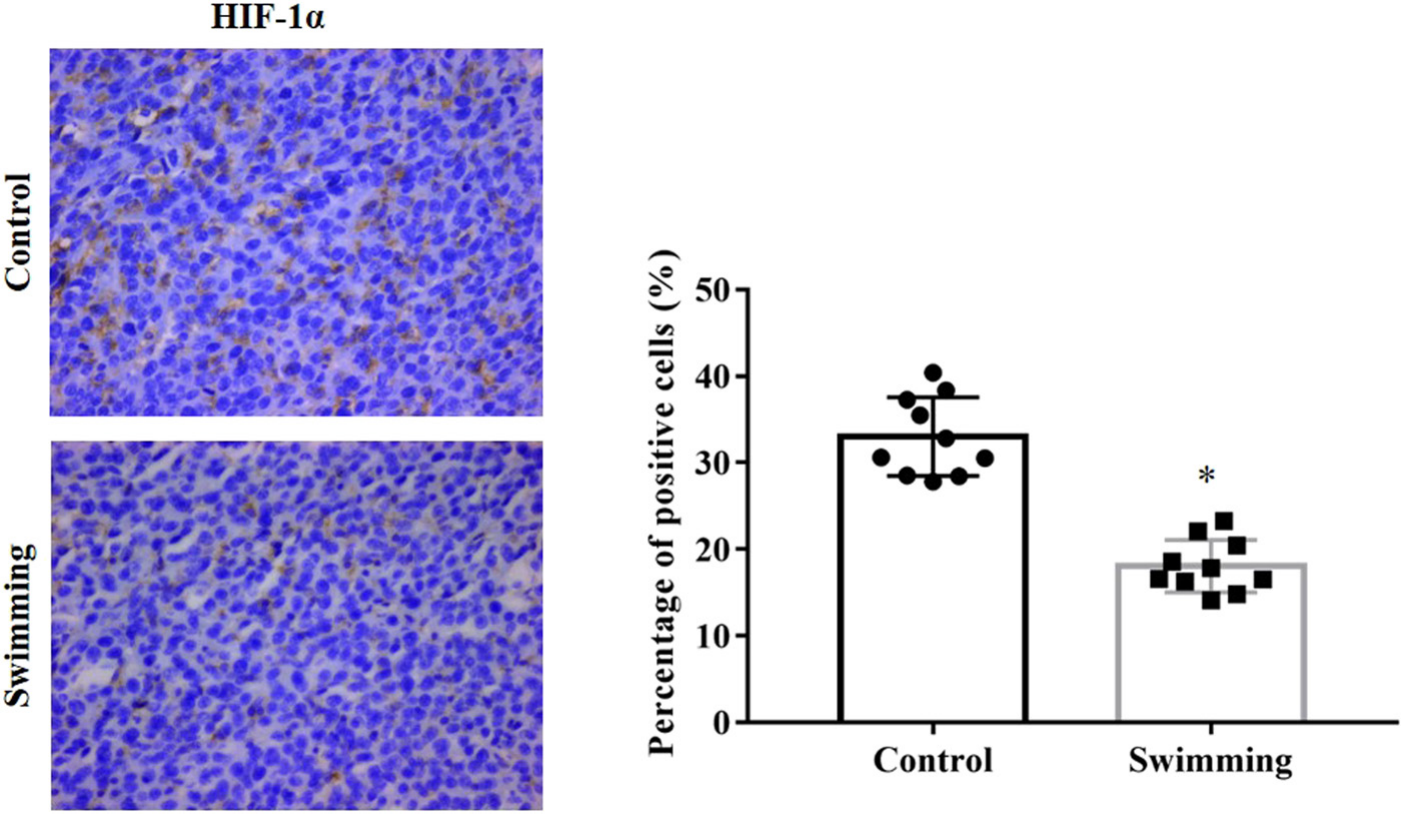
Effect of swimming on HIF-1α expression in tumor tissues. IHC analysis was performed to determine HIF-1α expression in tumor tissues from mice in both the control and swimming groups; representative images were obtained at ×400 magnification. The average percentage of positively stained cells was counted using Image-Pro Plus. Data are presented as the mean ± SD. *P < 0.05, vs control.

**Figure 5:**
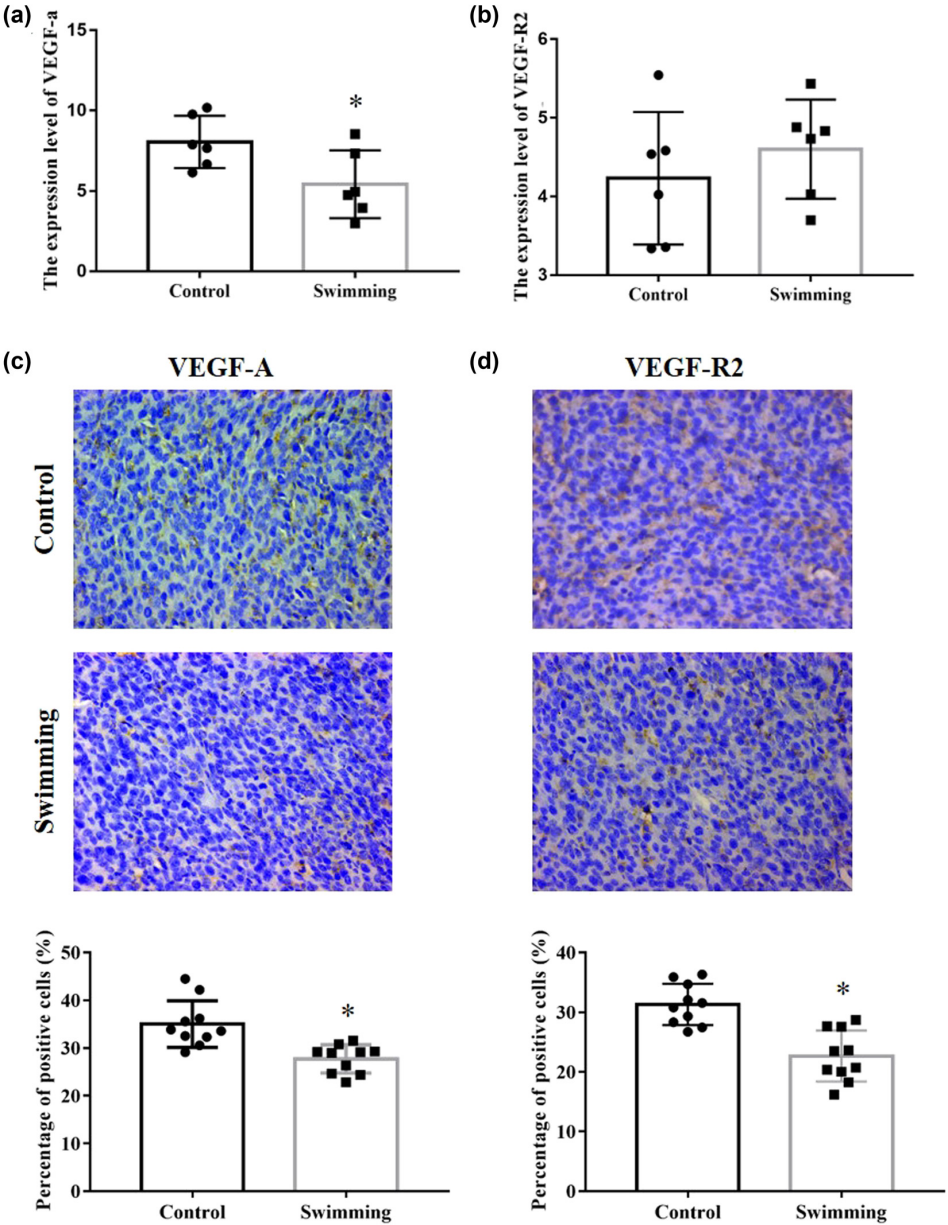
Effects of swimming on VEGFA and VEGFR2 expression in tumor tissues. The mRNA expression level of VEGFA (a) and VEGFR2 (b) in tumor tissues between control and swimming groups was analyzed by the RNA-Seq result. IHC analysis was performed to determine the expression of VEGFA (c) and VEGFR2 (d) in tumor tissues of mice in both the control and swimming groups; representative images were obtained at ×400 magnification. The average percentage of positively stained cells was counted using Image-Pro Plus. Data are presented as the mean ± SD. *P < 0.05, vs control.

## 4 Discussion

Increasing evidence has revealed that exercise results in multiple benefits, including suppression of tumor growth [4], improvements in quality of life [5], increased chemotherapy efficacy [6], and reductions in the risk of recurrence and cancer-associated mortality [7]. However, as a major form of aquatic exercise, the benefits of swimming in CRC remain largely unknown. In the current study, we demonstrated that swimming clearly attenuated the growth of CT-26 cell-derived tumors *in vivo*. Mechanistic studies identified 715 upregulated and 629 downregulated transcripts (including VEGFA) in tumor tissues derived from CT-26 cells *in vivo* after swimming. Further pathway analysis revealed significant enrichment of multiple pathways, including angiogenesis, hypoxia, and VEGF signaling pathways. Consistently, swimming also reduced the protein expression of CD31, HIF-1α, VEGFA, and VEGFR2, which suggests that the essential role of swimming is the suppression of tumor angiogenesis and that the inhibition of the HIF-1α/VEGFA/VEGFR2 axis might be an underlying mechanism by which swimming attenuates CRC tumor growth.

Previous studies in mice demonstrated that 30–60 min/day of swimming leads to a protective effect against cancer in mice [22,23]. Consistently, our current study revealed that swimming significantly alleviated tumor growth in CT-26 tumor-bearing mice. These studies indicated the benefit of swimming on tumors. However, owing to the contrary effects of the exercise of varying intensities in different diseases and states, including cancer [24] and inflammation [25], the benefit of different intensities of swimming on tumor growth should be further explored. Moreover, the effects of swimming on the quality of life and the underlying mechanism should be further investigated.

Although it has been reported that exercise protects against the development of certain cancers and lowers the risk of recurrence, the underlying mechanism by which swimming achieves this is largely unknown. To explore the complicated mechanism of swimming on CRC, identification of DETs using RNA-seq technology revealed that swimming led to 715 upregulated and 629 downregulated transcripts. Among these DETs, multiple genes, including STAT3 [18], PDGFA [19], PLD2 [20], and PIK3R2 [21], have been reported to be involved in tumor growth. Moreover, swimming altered the expression of some genes with less involvement or no known involvement in cancer, which should be further explored in future studies. To further investigate the involved signaling pathway, KEGG pathway enrichment analysis was used to identify the enriched signaling pathways based on DETs. Multiple signaling pathways, including the angiogenesis, hypoxia, and VEGF pathways were significantly enriched, which encouraged us to further explore the underlying mechanism by which swimming attenuates tumor angiogenesis and the HIF-1α/VEGFA pathway activation.

As a central mechanism for tumor growth, angiogenesis plays an essential role in tumor development and growth of human CRC [26,27]. Therefore, targeting tumor angiogenesis represents a novel strategy to combat CRC [28]. Previous studies revealed that exercise promotes vascular maturity [28], increases blood flow [29], and reduces the number of blood vessels [30,31]. Consistently, our current study demonstrated that swimming obviously downregulated CD31 expression, which suggests reduced microvessel density (MVD) and angiogenesis. Hypoxia is a common characteristic of solid tumors and plays an essential role in promoting tumor angiogenesis [32]. Under hypoxic conditions, the key mediator HIF-1α accumulates, dimerizes with HIF-1β, translocates into the nucleus, and binds to cis-acting hypoxia-response elements in target genes leading to increased transcription [33]. In our current study, RNA-Seq did not find the change of HIF-1A mRNA expression, while the determination of HIF-1α protein expression indicated that swimming clearly attenuated HIF-1α expression, which suggests the improvement effect of swimming on hypoxic conditions, consistent with previous studies [6,34]. These studies suggest that swimming might attenuate the activation of HIF-1α by increasing the protein expression of HIF-1α but did not affect its mRNA expression. However, the translocation of HIF-1α should be further explored in a future study.

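In the RNA-Seq values, Hif1a (chromosome 12, 73901375 to 73947530 in GRCm38, ENSMUSG00000021109), a protein-coding gene with 5 annotated transcripts whose exons overlap another gene, was 22.3 ± 2.25 FPKM (SD, n = 6) in the control group and 22.5 ± 1.31 FPKM (SD, n = 6) in the swimming group. Its log2 fold change was 0.01 (standard error 0.06, adjusted p = 0.986 in limma's test), and the two-sided exact permutation p was 0.844. The difference was smaller than the SD of either group. With the replicate number as a block, the unadjusted p in limma's test was 0.859. Across the 12 fits that each left out one tumor, the log2 fold change lay between -0.01 and 0.06.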

Moreover, as a transcription factor, accumulated HIF-1α mediates the expression of more than 200 target genes, including VEGFA [35,36], which promotes endothelial cell proliferation and angiogenesis by binding to its receptor VEGFR2 [37]. As expected, swimming obviously reduced both the mRNA and protein expression of VEGFA and protein expression of VEGFR2, which might be one of the underlying mechanisms by which swimming suppresses tumor angiogenesis. However, the regulatory effects of swimming on hypoxia and angiogenesis should be further addressed, especially the distinction among different exercise intensities, times, and environments. Additionally, enriched signaling pathways other than HIF-1α/VEGFA should be investigated in tumor tissues after swimming.

In conclusion, swimming significantly attenuates the growth of CT-26 cell-derived tumors *in vivo*, reduces tumor angiogenesis, and downregulates the expression of HIF-1α, VEGFA, and its receptor VEGFR2. These studies suggest that swimming is a safe and viable intervention strategy for cancer patients. However, the effect of swimming on tumor vascular normalization, perfusion, oxygen transport, and anaerobic glucose metabolism, as well as its underlying mechanisms, should be further explored.

How the deposited data were processed for this re-analysis (not part of the article)

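RNA-Seq was performed by the authors on 12 CT-26 tumors, 6 from control mice and 6 from mice that swam, out of 10 mice in each group. The authors removed ribosomal RNA, mapped the reads with Hisat2 and quantified expression with StringTie. The methods name the human genome hg38, while the deposited files list mouse Ensembl gene identifiers. The deposited values are FPKM per gene, so they had already been divided by gene length and sequencing depth by the authors, and reads of all transcripts of a gene had been put together. Transcript values, read numbers and the pathway gene sets of the paper were not analysed here. The genes of the angiogenesis signaling list at an unadjusted p below 0.05 are not reported here. How StringTie divides reads between overlapping genes, pseudogenes and paralogs is part of the deposited values.

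Groups and replicate numbers were taken from the sample labels, and no tumor was left out. The numbers 1 to 6 occur in both groups, and this is the only source of a pairing between tumors, which are from different mice. Names were given to 30542 of the 30630 genes by their Ensembl identifiers. Coordinates, transcripts and overlaps with other genes are from GENCODE M21 on GRCm38, which lists 30578 of the identifiers and not the other 52. The authors' text names no mouse build, so these coordinates were matched by identifier only. Transcripts of Table 1 were assigned to genes by their transcript identifiers in the same annotation, while the plan written before the data were examined had named gene symbols for files without transcripts.

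FPKM values carry no read numbers, so the absolute depth is unknown and no counting error could be given. Relative depth was taken from the most frequent ratio between the values of weakly expressed genes in a tumor and in control 1. It was 0.694 in control 2 and between 0.871 and 1 in the other tumors, so values of weakly expressed genes are least precise in control 2. The sum of FPKM values ranged from 380139 to 407109.

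Expression was compared on log2(FPKM + 1) for the 19018 genes with at least 0.1 FPKM in at least 6 tumors. The comparison used lmFit and eBayes with a mean-variance trend in limma 3.58.1 (R 4.3.3), with the 2 groups, no other covariate and Benjamini-Hochberg adjustment. Genes past a fold change of 2 and an unadjusted p of 0.05 were counted. This is a reading of the cut-off of the paper, which names limma and no adjustment. The paper does not say whether its 2 is a fold change or a log fold change. Single genes and gene lists were also compared by two-sided exact permutation tests over all divisions of the 12 tumors into 6 and 6, whose smallest p is 0.00216. With same-numbered tumors paired, lists were compared by exact sign flips, whose smallest p is 0.0312. A one-sided Fisher's exact test was used for gene lists among the genes past the cut-off, with all genes tested as background. Correlations across tumors were tested with 100000 permutations. Python 3.11.15 with pandas 2.3.3 and scipy 1.17.1 was used to join the files, and matplotlib 3.10.9 to draw the plots.

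The comparison was tested on simulated data drawn from a normal distribution with the mean and SD of each of the 19018 genes. With 200 of the more strongly expressed genes changed by 0.5, 1 or 1.5 on the log2 scale, 77%, 95.5% and 99% of them had an adjusted p below 0.05. Of the unchanged genes, 8, 10 and 13 also had an adjusted p below 0.05. With 0 genes changed, 0 genes had an adjusted p below 0.05. Each gene was drawn independently of the others, whereas genes of the real tumors vary together. Among the 32 splits of the real tumors that part all same-numbered tumors, 441 to 2483 genes had an unadjusted p below 0.05 in limma's test. The share recovered also depends on the number of genes changed. The simulation therefore does not give the power or the error rate of the comparison in these tumors. Weakly expressed genes were not tested in this way.

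Genes are named in the text by a rule written before the data were examined. They are the 8 genes or proteins named in the results of the paper, the genes of its 40 entries in Table 1, the 5 genes with the smallest p in each direction among those past the cut-off, and members of the gene lists past the cut-off. Genes named outside this rule were chosen after their values were seen. Also written before the data were examined were the 5 gene lists that stand for the pathways and several lists of marker genes, and 5 other lists were added later. The alternatives were other pseudocounts (0.1, 0.01 and 0.001), no filter, a stricter filter of 1 FPKM, quantile normalization, scaling by a trimmed mean of log ratios, eBayes without trend, sample weights, the replicate number as a block, and leaving out each tumor in turn. Smaller pseudocounts without any filter, and a skeletal muscle score as a covariate, were added after the data were seen.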

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

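A tumor far from the other 5 of its group was looked for in 92 groups of 6 values (named genes, gene list scores and measures of the whole tumor) with Dixon's ratio. It was found in 13 of them, where chance gives 4.6. The 13 are not independent, since the granzyme genes vary together. The tests of muscle, fibroblasts, swimming and paralogs given here were chosen only after the results had been seen.

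Among the genes, Hif1a was 20.0 FPKM in swimming 2, while the other 5 tumors of that group lay between 22.5 and 24.0 FPKM. Its exons overlap another gene, and no explanation was tested for this value. In swimming 3, Gzme was 25.6, Gzmg 83.0, Gzmd 87.0 and Gzmf 81.8 FPKM. The other tumors of the swimming group reached at most 7.73, 29.9, 26.0 and 30.0 FPKM for these genes. The 5 genes Gzmc to Gzmg had a mean pairwise correlation of 0.976 across the 12 tumors, so they count as a single signal. Reads shared between these paralogs and a shared regulation would both give such a correlation, and the 2 cannot be told apart here.

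Control 1 had the highest score of its group for endothelial genes (0.39), adipose genes (2.78) and B cell genes without immunoglobulins (0.80). The other control tumors were at or below -0.02, -0.06 and -0.06. In the swimming group, swimming 5 had a B cell score of 0.26, with the others at or below 0.01, and 23974 genes above 0, with at most 23385 in the others. The adipose and B cell lists rest on 6 and 4 genes that passed the filter. Control 1 and swimming 5 are also the tumors with the highest values of the first principal component. That component, computed without the fibroblast genes, rose with the fibroblast score (r = 0.919, permutation p = 2.0e-05, Benjamini-Hochberg adjusted p 8.0e-05 over 4 relations; rho = 0.867, permutation p = 0.00048, adjusted p 0.00192). Without control 1 and swimming 5, r was 0.855 (permutation p = 0.0015), and within the control group and the swimming group it was 0.975 and 0.971. Computed without muscle genes, it had a correlation of 0.665 with the skeletal muscle score (permutation p = 0.0178, adjusted p 0.0356; rho = 0.566, permutation p = 0.0588, adjusted p 0.118). Without control 6 and swimming 5, r was 0.619 (permutation p = 0.0552), a small change in r with 10 tumors in place of 12. Within the control group and the swimming group it was 0.347 and 0.855, and these were not tested. The component did not differ between the groups (two-sided exact permutation p = 0.34). A candidate explanation is a different share of stroma or of adjoining tissue in the pieces of tumor that were sequenced, and a stroma that grew with the tumor cannot be told apart from tissue carried with it.

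Swimming 1 had the lowest scores of its group for the interferon gamma list (-0.69, others from 0.22 to 0.72) and for the list of cytotoxic cells (-0.51, others from 0.07 to 0.41). On the second principal component, swimming 6 was at 13.1 and the other tumors of its group were at or below 3.81. Relative depth was 0.973 in swimming 1, the highest of its group, so a low depth does not account for its low scores. No biological explanation was tested for these values.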

How the results depend on the processing

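Genes past the cut-off of the paper were counted again under each alternative. The tests against other splits of the tumors were put into their present wording only after their results had been seen. The pseudocount moved the counts most among the alternatives set before the data were examined. With a pseudocount of 0.1, 83 genes were higher and 55 lower, with 0.01 they were 132 and 97, and with 0.001 they were 127 and 87, against 13 and 7 with a pseudocount of 1. Of the genes past the cut-off at these 3 pseudocounts, 84, 170 and 156 were below 1 FPKM on average in both groups. With pseudocounts of 0.01 and 0.001 and no filter, added after the data were seen, 402 and 406 genes were higher and 288 and 284 were lower, and 628 and 629 of them were below 1 FPKM in both groups. With the replicate number as a block, 8 genes were higher and 7 lower. With the skeletal muscle score as a covariate, also added later, 8 genes were higher and 9 lower, so that 47.1% were higher against 65% as reported. The cause was not tested for the block and the covariate. Across the 12 fits that each left out one tumor, 3 to 36 genes were higher and 5 to 11 lower. The share that was higher ranged from 21.4% (without control 5) to 87.8% (without swimming 1), so the balance of directions depends on single tumors. With no filter, the stricter filter, quantile normalization, trimmed-mean scaling, no trend and sample weights, both counts past the cut-off stayed within 1.5 times those reported.

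At an adjusted p below 0.05, 0 genes were higher and 0 lower, with 1058 genes at an unadjusted p below 0.05. With sample weights, 1 gene was lower (Txndc5, adjusted p 0.0476 in limma's test), and with a pseudocount of 0.001 and no filter, 1 gene was higher (Gm13349, adjusted p 0.0173 in limma's test). Both genes were chosen after their values were seen. With the other alternatives that keep all tumors, the smallest adjusted p ranged from 0.0518 to 0.965 and no gene was called. Leaving out one tumor gave 0 to 1 genes higher and 0 to 2 lower, with the smallest adjusted p between 1.86e-05 (Txndc5, without control 4) and 0.827 (Txndc5, without control 6). The number of genes with an unadjusted p below 0.05 ranged from 398 to 853 higher and from 383 to 649 lower across these 12 fits. With the stricter filter, 391 genes were higher at an unadjusted p below 0.05. The filter had left 12737 genes.

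Splits that part all same-numbered tumors, as the real groups do, number 32. Of these, 12 gave at least 20 genes past the cut-off, 13 gave at least 1058 genes at an unadjusted p below 0.05, and 14 gave a smallest adjusted p of 0.204 or less, the real split counted each time. With a pseudocount of 0.001 and no filter, 15 of the 32 splits gave at least 690 genes past the cut-off, and the median of the 32 splits was 680. Among 100 of all 462 splits, the corresponding numbers were 15, 24 and 29, and the median number of genes past the cut-off was 7, against 10 in the 32 splits. These counts do not set the groups apart from other splits of the same tumors.

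Stat3 was higher in the swimming group with p below 0.05 in limma's test. It kept its direction but not its side of 0.05 with quantile normalization (log2 fold change 0.11), without trend (0.12), with the replicate block (0.12) and with the muscle covariate (0.11). Leaving out one tumor gave 0.0874 to 0.15, with p below 0.05 in 4 of 12 fits. The log2 fold change of Hif1a changed sign with sample weights, at -0.000186, and that of Pecam1 with the muscle covariate, at -0.000642. For single genes, sample weights and the covariate were added after the data were seen. Leaving out one tumor gave -0.0114 to 0.0604 for Hif1a, -0.0294 to 0.11 for Pecam1, -0.16 to 0.0224 for Vegfa and -0.0395 to 0.0118 for Pik3r2. It gave 0.04 to 0.16 for Kdr, 0.001 to 0.15 for Pdgfa and 0.04 to 0.11 for Pld2, with no p below 0.05 for these genes. The cause was not tested.

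For the 5 gene lists, a pseudocount of 0.1, quantile normalization and the pairing of same-numbered tumors changed neither a direction nor a side of 0.05. Leaving out one tumor gave 0.13 to 0.26 for the HIF-induced genes, with an exact permutation p below 0.05 in 2 of 12 fits, and -0.0317 to 0.11 for the endothelial genes. The ranges were 0.02 to 0.04 for the HIF pathway, 0.02 to 0.05 for VEGF signaling and 0.01 to 0.04 for angiogenesis signaling. No gene of the 3 pathway lists was past the cut-off with a pseudocount of 0.01, without the filter, or with a pseudocount of 0.001 and no filter, where at most 2.14 genes per list were expected by chance. Tests on read numbers and sums over transcripts, which had been planned for other kinds of files, were not run. The unknown absolute depth limits the genes below 1 FPKM, on which the counts at small pseudocounts rest.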

Differences from the paper's values

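The paper reports 715 higher and 629 lower transcripts in the swimming group. At the gene level, 13 genes were higher and 7 lower past its cut-off as read here. None of the alternatives set before the data were examined came within 1.5 times the paper's counts. The largest counts among them that keep all tumors were 132 higher and 97 lower, with a pseudocount of 0.01, and leaving out one tumor gave at most 36 and 11. With pseudocounts of 0.01 and 0.001 and no filter, which were chosen after seeing the values, 402 and 406 genes were higher and 288 and 284 lower, also below the paper's counts. The paper counts transcripts, which were not analysed here.

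For Vegfa, the paper shows an expression level of about 8.1 in the control group and about 5.4 in the swimming group in Fig. 5a, read by eye, on an axis without a unit. The mean was 41.3 FPKM in the control group and 39.8 FPKM in the swimming group. Neither quantile normalization, trimmed-mean scaling nor leaving out a tumor brought either mean within the range of the paper's value. The pseudocount, the trend and the block do not enter a mean. For Kdr, Fig. 5b shows about 4.2 in the control group and about 4.6 in the swimming group, read by eye. These are closer to the gene means of 3.03 and 3.26 FPKM. The paper counts VEGFA among its lower transcripts. It does not say whether the values in Fig. 5 are of genes or of single transcripts. The cause of the difference for Vegfa therefore stays open.

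The paper states that VEGFA mRNA was lower in the swimming group with p below 0.05. At the gene level, Vegfa had a log2 fold change of -0.09 with a two-sided exact permutation p of 0.587. No setting that was run for it gave a p below 0.05 in limma's test. The paper counts VEGFA among its lower transcripts, and a change of a single Vegfa transcript was not analysed here. The paper states that STAT3, PDGFA, PLD2 and PIK3R2 were lower. At the gene level the log2 fold changes were 0.12, 0.09, 0.07 and -0.02, and none of these genes was lower with p below 0.05 in any setting that was run. The paper states that angiogenesis, hypoxia and VEGF pathways were enriched among its transcripts. Hand-written lists for them held 0 of the 20 genes past the cut-off, but at most 0.0946 genes per list were expected by chance, so with 20 genes this count could hardly have been other than 0 and does not speak against enrichment. For 15 of the 37 genes in Table 1, the gene changed in the direction opposite to that listed for the transcript.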

Other observations

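The tests of the B and plasma cell list, of interferon gamma and of paralogs were chosen only after the results had been seen. The lists for glucocorticoids, the unfolded protein response, interferon gamma, B cells without immunoglobulins and cytotoxic cells were added after the genes they were meant to explain had been seen. Except where the rule for named genes covers them, genes named here were also chosen after their values were seen. All lists below were compared by two-sided exact permutation tests, and 20 lists were tested in all, of which the smallest Benjamini-Hochberg adjusted p was 0.26.

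The protein CD31 is encoded by Pecam1. Its mRNA was 8.94 ± 1.67 FPKM (SD, n = 6) in the control group and 9.11 ± 1.42 FPKM (SD, n = 6) in the swimming group (log2 fold change 0.03, two-sided exact permutation p = 0.825). With the replicate block, its unadjusted p in limma's test was 0.82. Bnip3, Pfkfb3, Higd1a, P4ha1, Pfkl and Eno1 of the HIF-induced list had an unadjusted p below 0.05, and all 6 were higher in the swimming group.

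Vegfa varied between tumors of the swimming group more than between control tumors (SD 10.0 and 3.29 FPKM), a difference in spread that was not tested. A hypoxia response and muscle tissue carried with the tumor were tested as explanations across the 12 tumors. The log2 value of Vegfa had a correlation of 0.36 with the score of the other HIF-induced genes (permutation p = 0.257, adjusted p 0.342 over 4 relations; rho = 0.392, permutation p = 0.211, adjusted p 0.281). Without control 5 and swimming 3, r was 0.23. Within the control group and the swimming group it was 0.153 and 0.706. With the skeletal muscle score the correlation was -0.277 (permutation p = 0.389, adjusted p 0.389; rho = -0.217, permutation p = 0.498, adjusted p 0.498), and 0.0185 without control 6 and swimming 5. Within the control group and the swimming group it was 0.236 and -0.397. Across the 12 tumors neither relation had a p below 0.05, and the relations within each group and the difference between the groups were not tested, so a relation within the swimming group stays open.

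Of the 13 genes higher past the cut-off, several are MHC class II genes (H2-Aa, H2-Ab1, H2-Eb1 and Cd74) or genes induced by interferon (Irgm2, Gbp2b, Ubd and Cxcl9), which the paper's text does not name. A list of 28 other genes induced by interferon gamma was 0.57 higher in the swimming group (exact p = 0.039, adjusted p 0.26), all 28 genes were higher on average, and 5 of 6 tumors were above the control median. With same-numbered tumors paired, the exact sign-flip p was 0.0938. The difference was 0.65 with a pseudocount of 0.1, 0.57 with quantile normalization and 0.57 with trimmed-mean scaling. A list of 18 T cell genes, written before the data were examined, was 0.38 higher (exact p = 0.0303, adjusted p 0.26), with 6 of 6 tumors above the control median and an exact sign-flip p of 0.125. For B cell genes without immunoglobulins the difference in means was -0.04 (exact p = 0.981), while 6 of 6 tumors of the swimming group were above the control median. The control mean rests on control 1, at 0.80, with the other control tumors at or below -0.06. Only 4 of the 10 genes passed the filter, so B cells or lymphoid tissue carried with the tumor cannot be excluded. A stronger interferon gamma response with more T cells in tumors of swimming mice may be a hypothesis for other data, since the list failed the correction and no gene of it passed adjustment.

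The granzyme genes Gzmc, Gzmd, Gzme, Gzmf and Gzmg were lower past the cut-off, and their mean score differed by -1.57 on the log2 scale (exact p = 0.0541), with 1 of 6 tumors of the swimming group above the control median. The direction was the same with a pseudocount of 0.1, quantile normalization and trimmed-mean scaling. Fewer cytotoxic cells would also lower other genes of these cells. A list of 15 such genes, among them Prf1, Gzma and Gzmb, was 0.24 higher in the swimming group (exact p = 0.156), and 14 of the 15 genes were higher, which goes against that explanation. The mean pairwise correlation of 0.976 between the 5 granzyme genes leaves reads shared between paralogs open.

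Txndc5, with the smallest p of all genes, was 74.5 ± 13.5 FPKM (SD, n = 6) in the control group and 41.6 ± 2.61 FPKM (SD, n = 6) in the swimming group (log2 fold change -0.81, adjusted p 0.204 in limma's test, two-sided exact permutation p = 0.00216, the smallest the test can give). Its adjusted p in limma's test was 0.965 with the replicate block, 0.0476 with sample weights, 1.86e-05 without control 4 and 0.827 without control 6, so whether it passes adjustment depends on the setting. Without it, a list of 16 genes of the unfolded protein response differed by -0.08 (exact p = 0.242), with 3 entries higher and 14 lower, one symbol having more than one entry, and 1 of 6 tumors of the swimming group above the control median. A weaker unfolded protein response was not shown and is not excluded. The list of B and plasma cell genes was 0.48 higher (exact p = 0.0887), which goes against a loss of these cells as the explanation. No tested explanation was shown for Txndc5.

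Klf9 was 19.7 ± 1.76 FPKM (SD, n = 6) in the control group and 13.4 ± 2.63 FPKM (SD, n = 6) in the swimming group (log2 fold change -0.53, adjusted p 0.585 in limma's test, two-sided exact permutation p = 0.00649). It is induced by glucocorticoids. A list of 13 other genes induced by glucocorticoids differed by -0.30 (exact p = 0.0152, adjusted p 0.26), and 0 of 6 tumors of the swimming group were above the control median. Control 1, which also had the highest adipose score, was at 0.61, and the other control tumors were between -0.11 and 0.28. The groups overlapped, with control 4 at -0.11 and swimming 1 at -0.03. The list was not compared with single tumors left out. With same-numbered tumors paired, the exact sign-flip p was 0.0312, the smallest that test can give. The difference was -0.32 with a pseudocount of 0.1, -0.30 with quantile normalization and -0.30 with trimmed-mean scaling. A lower glucocorticoid response in tumors of swimming mice may be a candidate explanation. The order and time of day of tumor collection were not analysed here and cannot be told apart from it.

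Some genes were at 0 in at least 2 tumors and at 5 FPKM or more in at least 2 others. There were 7 such genes, of which 2, or 28.6%, overlap an exon of another gene on the same strand, against 10.0% in 10000 random lists matched on expression (one-sided permutation p = 0.148). With 7 genes, reads shared between overlapping genes were not shown as the source of this pattern. Sept2 is an example of overlapping identifiers outside these genes. Under ENSMUSG00000116048 it was 3.02 FPKM in control 2 and 20.7 FPKM in control 4, and at least 57.1 FPKM in the other 10 tumors. Under ENSMUSG00000026276 it was 32.5 and 26.1 FPKM in those 2 tumors and at most 8.77 FPKM in the others. The transcript with the largest fold change in Table 1 belongs to Sept2.

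A change in the total output of the genes in Table 1 would place their median log2 fold change, signed by the direction in the paper, far above that of other genes. It was 0.01, at the 76.1th percentile of 10000 matched lists, so the gene-level values do not show such a change. A change in which transcript of a gene is made was not analysed here. Cep152 and Gm48362 have 1 annotated transcript each in GENCODE M21. The authors' text does not name its annotation. Cep152 was 4.22 FPKM in the control group and 4.24 FPKM in the swimming group. Its log2 fold change was 0.01, against 7.33 listed. If the authors' annotation also holds 1 transcript of Cep152, this argues against a change in which transcript is made for this gene. Gm48362 had -0.47 against -5.37 listed, but was below 1 FPKM in both groups, where the transformation understates changes. For genes with more transcripts the question stays open.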
